A study of Rattus norvegicus with 24 samples. Its data were reported in "Mechanistic Investigations of the Mitochondrial Complex I Inhibitor Rotenone in the Context of Pharmacological and Safety Evaluation" (2017).

How the data were processed

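RNA from about 30 mg of left ventricle apex of male RccHan Wistar rats was hybridised by the authors to Affymetrix Rat Transcriptome Arrays, 1 rat per array. The rats were 7 to 8 weeks old and were assigned at random to feed with 0 or 400 ppm rotenone for 1, 3 or 14 days, which gives 6 groups of 4 rats. The deposited values are intensities on a linear scale, 1 per transcript cluster and array, made by the authors with a correction for GC content, a signal space transformation and robust multi-array averaging (RMA). Software versions, the genome build and the annotation release of that step are not given in the sources used here. The intensities ran from 0.158 to 999973, and 10 to 18 transcript clusters per array lay within about a hundredth of the top value. Changes of these may be compressed, and whether the scale stretched changes of other bright transcripts is not known. Array medians lay between 4.94 and 5.19 on the log2 scale.

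Intensities were converted to log2 with no further normalization. Of 70580 transcript clusters, 1738 control probes were left out and 68842 were tested with no filter on intensity. The 1153 negative controls had a median of 4.96 log2 units and a 95th percentile of 8.44, used here as the background bound. The median residual SD of a transcript cluster was 0.268 log2 units, and 0.207 above that bound. Gene symbols came from a list that pairs the array's transcript clusters with genes, with 1 symbol updated through its Entrez identifier, and synonyms were matched through a RefSeq gene table of assembly GRCr8. Of those tested, 23446 transcript clusters (34.1%) had 1 symbol, for 22093 genes, 505 had several and 44891 had none. Where a gene had several transcript clusters (1182 genes), the one with the highest mean was used for gene values and lists. No coordinates were used.

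Differences were tested with limma 3.58.1 in R 4.3.3 (files were read with version 1.17.8 of data.table), with 1 mean per group over all 24 arrays and moderated statistics. The contrasts were rotenone against control on each day, their average, a moderated F-test for an effect that differed between days, and day 14 against day 1 in control rats. P-values were adjusted by Benjamini and Hochberg over the 68842 transcript clusters and called at adjusted p 0.05. Unless another test is named, each adjusted p of the report comes from limma. Rotenone groups were compared with controls of the same day, so no controls are shared between days. Genes have 4 rats per group, which limits precision: in data simulated on the day 3 comparison (68842 transcript clusters), 26.9% of changes of 1.5-fold, 65.7% of 2-fold and 97% of 4-fold were recovered, with 8 false calls among 134. The simulated noise was normal and independent between transcript clusters, with 67, 67 and 66 of them changed. The real arrays share structure within groups, so these rates may not hold for them.

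A set of 43 gene lists, of pathways and of cell type markers, was fixed before the data were examined, together with the tests, the alternatives and the rule for naming genes. Of these, 41 lists had at least 5 measured genes. The list of mitochondrially encoded genes had 0 measured genes, and ketone body use had 4 and is given as counts. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over 123 tests, beside camera with an estimated correlation, fry, counts of called members and exact permutation tests of the mean list score. The smallest exact permutation p for 4 against 4 rats is 0.0286. Several list themes were taken from the study's text on these same rats. They are not independent evidence.

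Genes were named by these rules. On each day, the 12 largest rises and falls among called genes with no overlap between the 4 rotenone and 4 control values. The 10 genes with the smallest p for a difference between days and for control day 14 against day 1. Up to 4 members per list with the smallest p on any day, and members or genes the study's text names. Locus and clone symbols were counted and not named. Mlycd, Tuba1b, Ctsl, Fads2, Ahsp, Epb42, Pink1, Wars1, Aldh18a1, Pfkfb3, Bnip3l, Fdft1, Foxo4, Igf1r, Cry1, Nfil3, Ldhb, Mxi1 and Gpx4 complete short counts of the report and were chosen after their values were seen.

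Alternatives were equal array medians, quantile normalization, filters at the median and the 25th percentile of intensity, 1 transcript cluster per gene or the mean of all, limma with a trend and robust variances, array weights, the rat number as a replicate block (interaction count 1), a minimum change of 1.8-fold, only the 8 arrays compared, each array left out in turn, and the methods' factorial test. After the data were seen, fits with the first or the first 2 within-group components as covariates were added. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Blood counts and other organs of the study were not analysed here.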

Results

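Transcript levels were measured in the apex of the left ventricle of 24 male RccHan Wistar rats. The rats received feed with 0 or 400 ppm rotenone, a plant compound that blocks complex I of mitochondria, for 1, 3 or 14 days. Each of the 6 groups held 4 rats, and each rat had its own Affymetrix Rat Transcriptome Array. The study chose the heart for its high energy demand, and each rotenone group is compared with the control group of the same day. The study describes no control group matched for feed intake or body weight, and its rotenone rats lost weight. An effect of rotenone itself and one of weight loss or eating less cannot be told apart in the changes below. The authors' values are intensities, and the median intensity of an array lay between 30.6 and 36.5. An array correlated with the others of its group at a mean r between 0.9864 and 0.9904 across transcript clusters, the units of measurement on this array. Of 68842 transcript clusters tested, 10140 (14.7%) lay above the 95th percentile of the negative control probes, so most values are near background. Of 132 changes of single genes on single days given below, 50 had a group mean below that bound of 8.44 log2 units, and 18 had both, so the size of those changes is uncertain. Changes below are differences in mean log2 intensity between rotenone and control rats, given ± standard error (SE) of the fit, with n = 4 rats per group. That SE rests on 1 spread per transcript cluster, pooled over all 6 groups. It is therefore the same on each day and can be too small where the groups compared vary more than the others. The number of arrays limits the precision of these changes.

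After 1 day of rotenone, 7 of 18 targets of PPAR alpha and fasting and 5 of 28 genes of fatty acid oxidation were higher, and 5 of 16 tubulins were lower. Tested as lists with an estimated correlation, the first and the last passed and fatty acid oxidation did not (adjusted p = 0.0808). Pdk4, a kinase that blocks the entry of pyruvate into the mitochondrial citrate cycle, rose from 14.09 ± 0.57 to 18.11 ± 0.37 (log2 intensity, mean ± SD, n = 4), a change of 4.02 ± 0.61 (adjusted p = 0.0022). Angptl4, a secreted inhibitor of lipoprotein lipase, rose by 2.63 ± 0.47, and Ucp3, a mitochondrial carrier of muscle, by 2.06 ± 0.30. Txnip, an inhibitor of glucose uptake, rose by 1.89 ± 0.30, and Tcap, a protein of the sarcomere's Z-disc, by 1.70 ± 0.27. Lrrc2 rose by 1.87 ± 0.25, Twf2 by 1.72 ± 0.23, and Nr1d1, a repressor of the circadian clock, by 2.43 ± 0.39 (adjusted p = 0.00354). Penk, the precursor of enkephalins, had the largest change, 4.68 ± 0.90 (adjusted p = 0.0143), with a wide spread among the rotenone rats (SD 2.33). Its adjusted p rose as high as 0.074 when 1 of the 8 arrays of that day was left out, with the call lost for 5 of the 8, and its change was 5.83 without rotenone rat 2. Tfrc, the transferrin receptor, fell by 2.80 ± 0.59 (adjusted p = 0.0289), a call lost for 7 of the 8. Igfbp5, an insulin-like growth factor binding protein, fell by 1.54 ± 0.25 and Egln3, an oxygen-dependent prolyl hydroxylase, by 1.39 ± 0.18. Tbx20, a cardiac transcription factor, fell by 1.14 ± 0.20, and Cntnap1 by 1.24 ± 0.22. In all, 337 transcript clusters passed adjusted p 0.05, of which 137 were higher and 200 lower, and 110 of them lay below the negative control bound. The share that was higher, 40.65%, turned to 61.64% after quantile normalization (196 higher and 122 lower) and was 32.79% with the array medians set equal (80 and 164). The 4 rotenone and 4 control values did not overlap for 2231 genes (10.1%), where chance gives 2.86%. The count was 193, 176, 214 and 213 without control rat 1, 2, 3 and 4, 222 and 172 without rotenone rat 3 and 4, and 68 with the 8 arrays of that day fitted alone.

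The gene lists fixed beforehand gave 13 shifted lists of 41 at day 1 by camera with a preset inter-gene correlation, 3 with an estimated correlation and 10 by fry. Over the 3 days 48 of 123 list tests were called with the preset correlation, and 4 with the estimated one, while other splits of the rats reached 45 with a median of 28. Such splits can keep part of the real difference, so these counts are not a rate of false calls. The exact permutation test of the list score, not adjusted, gave its smallest possible p of 0.0286 for 27 of the 48 called tests and 8 of the 75 others. Below, a list said not to be called is one that camera did not call with the preset correlation. For each list below, the first adjusted p is from the preset and the second from the estimated correlation. Several list themes were known from the study's text on these same rats, so their directions are not independent evidence. Of 18 targets of PPAR alpha and fasting, 7 rose and 0 fell (9 and 0 when adjusted over the list alone, given below as in the list alone), with a median change of 0.61 (adjusted p = 7.48e-15 and 0.041). Of 28 genes of fatty acid oxidation, 5 rose, namely Cpt1a, Mlycd, Ech1, Cpt1b and Cd36 (14 in the list alone), and the median change was 0.29 (adjusted p = 3.53e-16 and 0.0808). Cpt1a, which commits long-chain fatty acids to mitochondrial import, rose by 1.25 ± 0.16 and Cd36, a fatty acid transporter, by 0.57 ± 0.10. All 16 tubulins had negative values, and 5 fell, namely Tubb4b, Tuba1a, Tuba1b, Tuba1c and Tuba4a (11 in the list alone), with adjusted p = 2.03e-16 and 0.0112. Tubb4b fell by 1.04 ± 0.16 and Tuba1a by 0.94 ± 0.16, and tubulin genes share sequence, so single members are uncertain. Of 20 genes of cholesterol biosynthesis, 4 fell, namely Msmo1, Sqle, Idi1 and Srebf2 (8 lower and 1 higher in the list alone), at adjusted p = 2.06e-07 and 0.0258. Only 5 of these 20 lay above the negative control bound. With each of the 8 arrays left out in turn, the calls of Ech1 and Srebf2 were lost for 4 of 8 and that of Tuba1b for 2.

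Among 23 FoxO and muscle atrophy genes at day 1, Sqstm1, Gabarapl1 and Ctsl (lost for 5 of 8 arrays) rose (8 in the list alone), and the list's median change was 0.39 (adjusted p = 1.05e-09 and 0.142). Sqstm1, a receptor of autophagy, rose by 1.29 ± 0.22. Of 25 genes of glycolysis and glucose uptake, Hk2, Hk1 and Pfkl fell (the same number in the list alone). The list test gave adjusted p = 0.001 and 0.349, and the call was lost after quantile normalization (adjusted p = 0.0738). Hk1, a hexokinase, fell by 0.70 ± 0.10, and the call of Hk2 was lost for 3 of the 8 arrays left out in turn. Of 18 chaperones of the endoplasmic reticulum, Pdia6 fell by 0.82 ± 0.14 (9 lower in the list alone), with a median change of -0.30 (adjusted p = 4.32e-08 and 0.279). Of 27 HIF targets and regulators, Egln3 and Hk2 fell (7 lower and 3 higher in the list alone, adjusted p = 0.0174 and 0.233). That list call was lost after quantile normalization (adjusted p = 0.273) and without rotenone rat 3 (adjusted p = 0.0661) or rat 4 (adjusted p = 0.143). Ucp3 and Sqstm1 rose among 35 oxidative stress and Nrf2 genes (5 in the list alone, adjusted p = 0.00284 and 0.284). Pdk4 rose among 20 glucocorticoid targets (3 in the list alone, adjusted p = 0.0117 and 0.624), a call lost without control rat 4 (adjusted p = 0.166) or rotenone rat 2 (adjusted p = 0.225). Ucp3 and Pdk4 are also PPAR alpha and fasting targets, Sqstm1 is a FoxO gene and Hk2 a glycolysis gene. Another list also held 8 of 35 oxidative stress, 10 of 27 HIF and 8 of 20 glucocorticoid genes. The same holds for 7 of 18 PPAR alpha and 7 of 23 FoxO genes, so calls of these lists are not separate evidence on any day. Fatty acid synthesis had 2 higher genes, Gpam (1.68 ± 0.18) and Agpat2, both of glycerolipid assembly, and 2 lower, the desaturases Fads1 and Fads2 (calls lost for 2 and 6 of 8 arrays), and its test was not passed (adjusted p = 0.338; 5 higher and 7 lower in the list alone).

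**Figure D1:**
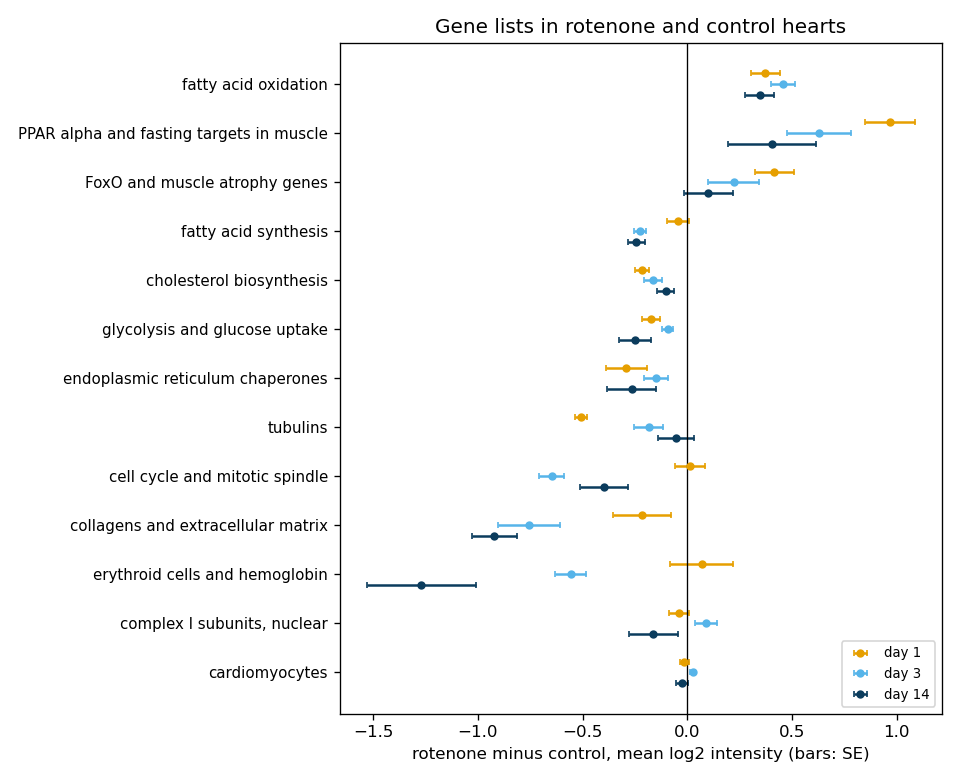
Mean log2 intensity of 13 gene lists in rotenone minus control rats (x axis, log2 units) at days 1, 3 and 14, with bars for the standard error of the difference between groups of 4 rats. Fatty acid oxidation lies above 0 on each day (0.37, 0.46 and 0.34), erythroid transcripts reach -1.27 at day 14 and tubulins -0.51 at day 1.

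After 3 days, 43 of 88 cell cycle genes and 16 of 44 collagens and matrix genes were lower in rotenone hearts, and Nr1d1, Txnip and 8 of 28 genes of fatty acid oxidation were higher. Tested as lists with an estimated correlation, the cell cycle passed, and the matrix and fatty acid oxidation did not (adjusted p = 0.0808 and 0.05001). Mki67, a marker of cycling cells, fell by 3.00 ± 0.35 (adjusted p = 0.000178), from 9.34 ± 0.21 to 6.35 ± 0.38 (mean ± SD, n = 4), a mean below the negative control bound. Top2a, a topoisomerase of replication and mitosis, fell by 2.06 ± 0.25 and the histone gene Hist2h3c2 by 2.07 ± 0.36. Col3a1 and Col1a1, the main fibrillar collagens of the heart, fell by 1.89 ± 0.32 and 1.78 ± 0.29, and Postn, a matrix protein of activated fibroblasts, by 1.91 ± 0.32. Alox15, a lipoxygenase, fell by 2.60 ± 0.38, Igfbp5 by 2.22 ± 0.25 and Pi15 by 2.04 ± 0.24. The early response genes Nr4a1 and Nr4a2 fell by 1.95 ± 0.39 and 1.73 ± 0.39, and Otud1 fell by 2.46 ± 0.50 (calls lost for 3, 6 and 3 of the 8 arrays left out in turn, with a change of -1.86 for Otud1 without control rat 3). Rises were found for Nr1d1 (2.93 ± 0.39), Txnip (2.65 ± 0.30), Nr1d2 (2.33 ± 0.24) and Tcap (1.79 ± 0.27). Gpihbp1, which carries lipoprotein lipase to the capillary lumen, rose by 1.57 ± 0.22, the fatty acid transporter Slc27a1 by 1.40 ± 0.24 and the triglyceride lipase Pnpla2 by 1.31 ± 0.21. Kcnj5, a potassium channel subunit, rose by 1.49 ± 0.21. In all, 578 transcript clusters passed, 200 higher and 378 lower, of which 283 lay below the negative control bound. With the array medians set equal it was 365 (101 higher and 264 lower), and after quantile normalization 654 (197 and 457). Values did not overlap for 2837 genes (12.8%, where chance gives 2.86%). The count was 363, 351 and 336 without control rat 1, 2 and 3, 328 and 301 without rotenone rat 1 and 2, and 123 with the 8 arrays of that day alone.

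At day 3, 17 of 41 lists were called with the preset correlation, 1 with an estimated correlation and 11 by fry. Of 88 genes of the cell cycle and mitotic spindle, 43 fell and 0 rose (74 and 0 in the list alone), with a median change of -0.55 (adjusted p = 6.65e-57 and 0.0258). Only 3 of these genes lay above the negative control bound. Ect2 and Kif23, which act in cytokinesis, fell by 1.35 ± 0.18 and 1.26 ± 0.17. Of 44 collagens and matrix genes, 16 fell and 0 rose (27 and 0 in the list alone), with a median change of -0.57 (adjusted p = 7.47e-26 and 0.0808). Of 15 fibroblast markers, 5 of which are in another list, 6 fell, among them Lum and Mfap5, the latter lost for 2 of 8 arrays (9 lower and 1 higher in the list alone, adjusted p = 4.39e-08 and 0.173). Of 28 genes of fatty acid oxidation, 8 rose (19 in the list alone), with a median change of 0.43 (adjusted p = 3.47e-19 and 0.05001). Ech1, an enzyme of unsaturated fatty acid oxidation, rose by 1.16 ± 0.15. Of the 18 PPAR alpha and fasting targets, 6 rose and Ucp2 fell by 1.14 ± 0.24, a call lost for 3 of 8 arrays (8 higher and 1 lower in the list alone, adjusted p = 9.38e-07 and 0.173). Fatty acid synthesis had 6 lower genes, among them Fads1 and Me1, and 2 higher (9 and 3 in the list alone, adjusted p = 0.00734 and 0.0808).

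The 4 lower genes of cholesterol biosynthesis at day 3 were Sqle, Idi1, Msmo1 and Srebf2, the list's transcriptional regulator, with Msmo1 lost for 6 and Srebf2 for 4 of 8 arrays (4 lower and 1 higher in the list alone, adjusted p = 0.0012 and 0.129). Slc4a1, the anion exchanger of red cells, fell by 1.70 ± 0.27 with Ahsp and Epb42 (both lost for 8 of 8 arrays) among 35 erythroid genes (10 lower and 1 higher in the list alone, adjusted p = 1.73e-08 and 0.246). Gabarapl1, Fbxo31 and Pink1 (lost for 1 of 8 arrays) rose among 23 FoxO and atrophy genes (7 higher and 1 lower in the list alone, adjusted p = 0.00162 and 0.477). Among 16 tubulins 0 passed over all genes and 5 were lower in the list alone (adjusted p = 0.00665 and 0.364), a call lost without control rat 2 (adjusted p = 0.055). Slc7a1, Atf3, Wars1 and Aldh18a1 (lost for 0, 1, 7 and 8 of 8 arrays) fell and Stc2 rose among 37 genes of the integrated stress response (7 lower and 4 higher in the list alone, adjusted p = 0.0304 and 0.395), a call lost without control rat 2 or 3 (adjusted p = 0.055 and 0.0611) or rotenone rat 4 (adjusted p = 0.139) and under either rescaling (adjusted p = 0.0545 and 0.0527). The 18 endoplasmic reticulum chaperones held 0 called members (0 in the list alone) at adjusted p = 0.0135 and 0.725, and that call was lost without control rat 2 (adjusted p = 0.0757) or rotenone rat 1 (adjusted p = 0.0966). Hsph1 fell by 0.82 ± 0.20 among 11 heat shock genes, a call lost for each of the 8 arrays left out in turn (3 lower and 1 higher in the list alone, adjusted p = 0.0216 and 0.434), and the list call was lost after quantile normalization (adjusted p = 0.0839) and without control rat 3 (adjusted p = 0.0828) or rotenone rat 1 (adjusted p = 0.0511). Bckdha rose by 0.43 ± 0.10, lost for 7 of 8 arrays, among 22 genes of amino acid degradation (4 in the list alone, adjusted p = 0.031 and 0.606), a call lost without control rat 3 (adjusted p = 0.0828) or rotenone rat 1 or 2 (adjusted p = 0.237 and 0.0573). Myh7, the slow myosin heavy chain, rose by 0.89 ± 0.18 and Acta1, skeletal alpha-actin, fell by 1.72 ± 0.34 at day 3, calls lost for 1 and 3 of 8 arrays, while the 21 cardiac stress genes as a list were not called on any day (lowest adjusted p = 0.589).

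**Figure D2:**
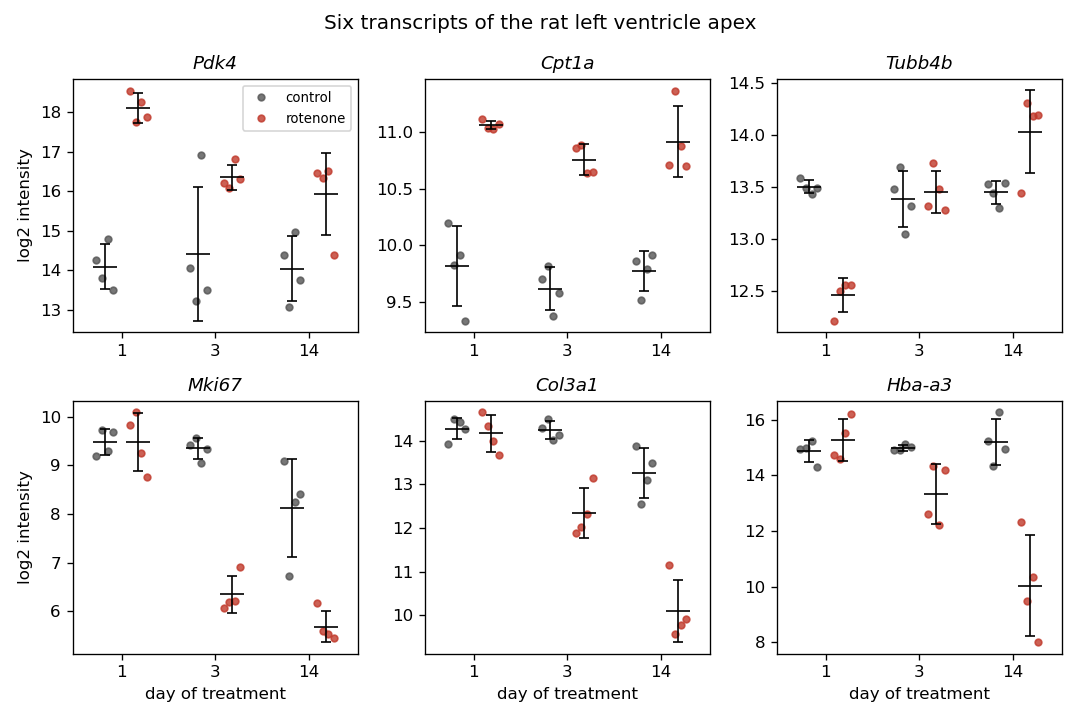
Log2 intensity (y axis) of 6 transcripts in each rat at days 1, 3 and 14 of treatment (x axis), with 1 point per rat, the group mean as a bar and its SD as whiskers (n = 4). Mean Tubb4b was 12.46 in rotenone and 13.50 in control rats at day 1, and mean Hba-a3 was 10.04 and 15.20 at day 14.

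After 14 days, 16 of 35 erythroid genes and 25 of 44 collagens and matrix genes were lower in rotenone hearts, and 13 of 19 clock genes moved, in both directions. Tested as lists with an estimated correlation, none of these passed (adjusted p = 0.1555, 0.0808 and 0.246). That test asks for a common direction, so it decides little for the clock genes. Alas2, the first enzyme of heme synthesis in red cell precursors, fell by 5.40 ± 0.61 (adjusted p = 4.42e-05). Hba-a3 fell by 5.16 ± 0.65, from 15.20 ± 0.81 to 10.04 ± 1.81 (mean ± SD, n = 4), Hbb-bs by 5.07 ± 0.70, Hba-a1 by 4.35 ± 0.65 and Tfrc fell by 3.36 ± 0.59. Without rotenone rat 1 these changes were -6.04 (Alas2), -5.93, -5.99, -5.30 and -4.32, and without rotenone rat 4 those of Hba-a3, Hbb-bs and Hba-a1 were -4.48, -4.12 and -3.46. Hemoglobin paralogs share sequence, so their single values are uncertain. The brightest lie near the upper limit of the authors' scale, where changes may be compressed or, if the scale is stretched, enlarged. Col3a1 fell by 3.16 ± 0.32 (adjusted p = 1.84e-05), Col1a1 fell by 2.74 ± 0.29 and Mfap4, a microfibril protein, fell by 2.69 ± 0.23. Bmal1, an activator of the circadian clock, fell by 2.78 ± 0.33, and Lgals5, a galectin, by 3.25 ± 0.47. Cyp2e1, a cytochrome that oxidises ketones and small solvents, rose by 4.22 ± 0.64 (adjusted p = 0.000733) from a control mean of 6.03, below the negative control bound, and the change was 5.22 without rotenone rat 1 and 3.49 without rotenone rat 4. Ptgr1, a reductase of reactive lipid products, rose by 1.71 ± 0.23. Gbp1, an interferon-inducible GTPase, rose by 3.16 ± 0.68, a call lost for 1 of the 8 arrays left out in turn. The clock genes Nr1d2, Nr1d1 and Dbp rose by 2.65 ± 0.24, 2.59 ± 0.39 and 2.01 ± 0.28, and Txnip by 2.65 ± 0.30. Gpihbp1 rose by 2.02 ± 0.22, Tcap by 2.05 ± 0.27 and Kcnj5 by 1.85 ± 0.21. In all, 1989 transcript clusters passed, 964 higher and 1025 lower, of which 609 had no gene symbol and 906 lay below the negative control bound. Values did not overlap for 2526 genes (11.4%, where chance gives 2.86%). Of the 1285 genes called at day 14, 1027 did not overlap, against 244 of 245 at day 1 and 445 of 448 at day 3. The count of transcript clusters was 3225 without rotenone rat 1, 1099, 885 and 919 without rotenone rat 2, 3 and 4, 1186 and 1259 without control rat 3 and 4, and 118 with the 8 arrays of that day alone (123 at day 3). With the array medians set equal it was 1265, of which 316 (24.98%) were higher against 48.5% in the deposited scale.

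At day 14, 18 of 41 lists were called with the preset correlation, 0 with an estimated correlation and 14 by fry. Of 35 erythroid genes, 16 fell and 0 rose (19 and 1 in the list alone), with a median change of -0.39 and a mean of -1.27 (adjusted p = 2.37e-12 and 0.1555). Of 44 collagens and matrix genes, 25 fell and 0 rose (30 and 0 in the list alone), with a median change of -0.84 (adjusted p = 5.18e-26 and 0.0808). Col1a2 fell by 2.36 ± 0.24. Of the 15 fibroblast markers, 5 of which are in another list, 8 fell (8 in the list alone, adjusted p = 1.01e-07 and 0.173), among them Lum by 1.55 ± 0.24. Lum is also one of the 44 matrix genes, so the falls of both lists are not independent evidence. Of 88 cell cycle genes, 28 fell (47 lower and 1 higher in the list alone, adjusted p = 1.57e-17 and 0.233). Of 19 clock genes, 8 rose and 5 fell (10 and 5 in the list alone, adjusted p = 0.00665 and 0.246), and Per3 rose by 1.68 ± 0.24. The hour of necropsy is not given in the sources used here, so a difference in time of day is not excluded. Fatty acid oxidation had 10 higher genes of 28 (15 higher and 2 lower in the list alone), with a median change of 0.30 (adjusted p = 1.7e-08 and 0.214). Fatty acid synthesis had 7 lower genes of 22 and 0 higher (9 and 2 in the list alone, adjusted p = 0.00479 and 0.0808). Among 25 genes of glycolysis and glucose uptake, 6 fell and Pfkfb3 (lost for 3 of 8 arrays) rose (8 and 1 in the list alone, adjusted p = 0.00149 and 0.364). Ldha, lactate dehydrogenase A, fell by 0.90 ± 0.12, Hk2 by 0.98 ± 0.17 and Pfkl, a phosphofructokinase, by 0.76 ± 0.11.

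**Figure D3:**
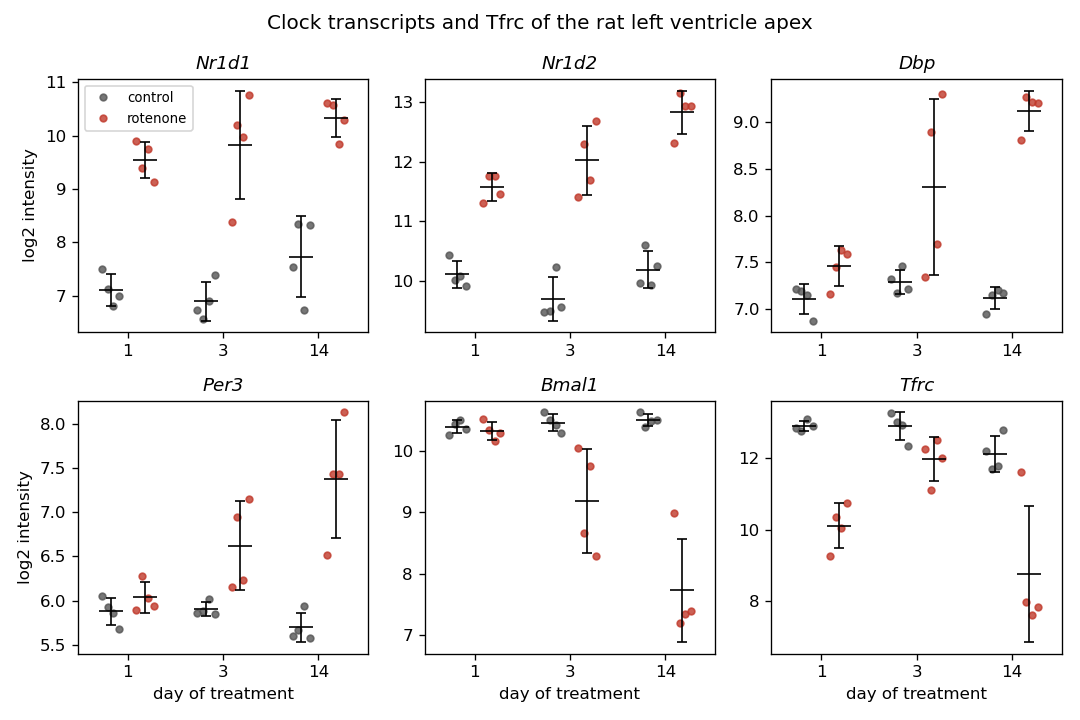
Log2 intensity (y axis) of 5 clock transcripts and Tfrc in each rat at days 1, 3 and 14 (x axis), with 1 point per rat, the group mean as a bar and its SD as whiskers (n = 4). Bmal1 at day 14 was 10.51 ± 0.10 in control and 7.73 ± 0.84 in rotenone rats, and rotenone rat 1 lies apart at 8.98.

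The oxidative stress and Nrf2 list at day 14 had 5 higher genes of 35, among them Sqstm1 (1.40 ± 0.22) and Gsta4 (1.20 ± 0.17), and 2 lower, among them Ucp2, which fell by 1.86 ± 0.24 (10 higher and 2 lower in the list alone, adjusted p = 0.000917 and 0.233). Of 18 PPAR alpha and fasting targets, 4 rose and 2 fell (8 and 3 in the list alone, adjusted p = 0.0184 and 0.624), a call lost without control rat 2 (adjusted p = 0.0616) or rotenone rat 1 (adjusted p = 0.271). Hspa5, Calr and Pdia4 (lost for 6, 5 and 5 of 8 arrays) fell among 18 endoplasmic reticulum chaperones (7 in the list alone, adjusted p = 0.000129 and 0.477). Hsph1 fell by 1.37 ± 0.20 and Hsp90aa1, lost for 1 of 8 arrays, by 0.70 ± 0.15 among 11 heat shock genes (2 lower and 1 higher in the list alone, adjusted p = 0.0117 and 0.385), a list call lost after quantile normalization (adjusted p = 0.0527) and without control rat 1 (adjusted p = 0.0611). Bst2 and Rsad2 fell by 1.16 ± 0.21 and 1.41 ± 0.36, the latter lost for 6 of 8 arrays, among 28 interferon-response genes (2 in the list alone, adjusted p = 0.00086 and 0.69), a list call lost without rotenone rat 1 (adjusted p = 0.0676). Ppbp fell by 1.49 ± 0.38, lost for 5 of 8 arrays, among 9 platelet genes, of which 0 lay above the negative control bound (6 lower in the list alone, adjusted p = 0.000381 and 0.284). The 23 FoxO and atrophy genes were not called at day 14 (adjusted p = 0.0781), with Sqstm1, Gabarapl1 and Pink1 higher and Cdkn1a, Ulk1 and Bnip3l (lost for 5 of 8 arrays) lower (8 higher and 4 lower in the list alone). The 37 integrated stress response genes were not called either (adjusted p = 0.588, with 3 higher and 4 lower, and 3 and 5 in the list alone). Cholesterol biosynthesis was not called by camera (adjusted p = 0.05085) and was called by fry (adjusted p = 0.0107), with Idi1, Sqle and Srebf2 lower and Fdft1 higher (4 lower and 1 higher in the list alone).

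Averaged over the 3 days, 3849 transcript clusters passed, 1736 higher and 2113 lower, and 239 of them changed by at least 1.8-fold, the fold used in the study. Cpt1a had an averaged change of 1.18 ± 0.09 (adjusted p = 1.09e-07). With the array medians set equal, 793 of 3138 (25.3%) were higher against 45.1% in the deposited scale. Of the genes called at day 1 and at day 3, 54 were shared upward and 47 downward, against 0.668 and 1.95 for independent lists. Days 3 and 14 shared 90 upward and 199 downward, against 3.16 and 11.0, and days 1 and 14 shared 52 and 64, against 2.32 and 5.06. In each pair of days 0 genes were called in opposite directions, and no day shares control rats with another. The days do share 1 estimate of spread per transcript cluster from the same fit. Their calls are therefore not independent, and part of the excess over independent lists may come from that. Across 22093 genes, which are not independent replicates, the changes correlated at r = 0.444 (rho = 0.328) for days 1 and 3, r = 0.358 (rho = 0.289) for days 1 and 14, and r = 0.625 (rho = 0.475) for days 3 and 14.

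The effect of rotenone differed between days for 10 transcript clusters by the F-test of the fit, of which 8 had a gene symbol. Tubb4b fell by 1.04 ± 0.16 at day 1, with values of 0.06 ± 0.16 at day 3 and 0.58 ± 0.16 at day 14 (adjusted p = 0.0312 for the difference). Col3a1 and Mfap4 had values near 0 at day 1 (-0.11 ± 0.32 and -0.20 ± 0.23) and fell later (adjusted p = 0.0416 and 0.0184). Alas2 had a value of 0.59 ± 0.61 at day 1, Slc4a1 of 0.37 ± 0.27 and Alox15 of 0.82 ± 0.38, and each was lower at day 14 (adjusted p = 0.0314, 0.0314 and 0.0312 for the difference). Lrrd1 rose by 1.52 ± 0.17 at day 1 and had a value of -0.09 ± 0.17 at day 14 (adjusted p = 0.0314), and Hmgn1, a nucleosome-binding protein, rose by 0.66 ± 0.11 at day 14 only among the 3 days tested (adjusted p = 0.0416). Among the lists, the cell cycle differed between day 3 and day 1 with an estimated correlation (adjusted p = 0.027), while tubulins between day 14 and day 1 did not pass (adjusted p = 0.0749). The count of 10 moved with the processing. With equal array medians it was 6, after quantile normalization 30, above the median intensity 81 and with array weights 75. With the replicate block it was 1, and with the first or the first 2 within-group components 3 and 1. Another split of the days within each arm gave 34. Single arrays moved the count as well. It was 1 and 0 without control rat 1 and 4 of day 1, 3 and 2 without control rat 2 and 4 of day 3, and 18, 49, 3 and 4 without control rat 1, 2, 3 and 4 of day 14. It was 4 and 0 without rotenone rat 1 and 3 of day 1, 6 without rotenone rat 2 of day 3, and 233, 1, 1 and 1 without rotenone rat 1, 2, 3 and 4 of day 14.

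Between day 1 and day 14 in control rats, 0 transcript clusters passed with limma, where 5013 had an unadjusted p under 0.05. The gene with the lowest p was Mest, an imprinted growth gene, with a change of -1.52 (adjusted p = 0.0945). Without control rat 1 of day 14 the count was 4. Of 41 lists, 15 were called with the preset correlation, 8 higher and 7 lower at day 14, and 2 with an estimated one. The 88 cell cycle genes were lower at day 14 than at day 1 in controls, with a mean list change of -0.35 (exact permutation p = 0.0286, the smallest that 4 against 4 can give, adjusted p = 4.33e-42 and 0.0488). The 22 genes of amino acid degradation were higher by 0.28 (exact permutation p = 0.0286, adjusted p = 1.80e-12 and 0.0443). Collagens and matrix genes had a mean list change of -0.38, called with the preset correlation and not with the estimated one (exact permutation p = 0.0571, adjusted p = 2.36e-19 and 0.169). So were heat shock genes (0.28, adjusted p = 1.19e-05 and 0.138), endothelial genes (-0.26, adjusted p = 2.43e-05 and 0.408), fatty acid oxidation (0.13, adjusted p = 0.0015 and 0.4715) and fibroblast markers (-0.26, adjusted p = 0.00196 and 0.4715).

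Rotenone binds complex I, and of 35 nuclear genes of its subunits 0 passed on any day, over all genes or in the list alone. By unadjusted p from the fit, the 4 members named were Ndufa1 (0.55 ± 0.16 at day 3, adjusted p = 0.122), Ndufs1, Ndufb10 and Ndufa3, with day 14 values of -0.33 ± 0.11, -0.42 ± 0.15 and -0.40 ± 0.14. As a list they were higher at day 3 by a median of 0.11 (adjusted p = 0.0261 and 0.797) and lower at day 14 by a median of -0.16 (adjusted p = 0.00027 and 0.69). The day 3 call was lost after quantile normalization (adjusted p = 0.0646) and without control rat 3 (adjusted p = 0.288) or rotenone rat 1 or 3 (adjusted p = 0.132 and 0.0796). Neither list score differed by an exact permutation test (p = 0.143 at day 3 and p = 0.229 at day 14). Of 35 genes of complexes II to V, Uqcrq fell by 0.72 ± 0.17 at day 14, lost for 6 of 8 arrays (3 lower at day 14 and 2 higher at day 3 in the list alone). That list was higher at day 3 (adjusted p = 0.0242 and 0.797) and lower at day 14 (adjusted p = 0.0117 and 0.791). Its day 3 call was lost after quantile normalization (adjusted p = 0.216) and without control rat 3 (adjusted p = 0.214) or rotenone rat 1 or 3 (adjusted p = 0.147 and 0.0615). Its day 14 call was lost without control rat 1 or 4 (adjusted p = 0.0847 and 0.0701) or rotenone rat 2 or 4 (adjusted p = 0.113 and 0.16). Clpx, a mitochondrial protease subunit, rose by 0.94 ± 0.14 at day 1 and the chaperonin Hspd1 fell by 0.49 ± 0.12 at day 14 among 12 genes of mitochondrial protein folding, and Esrrg fell by 0.39 ± 0.10 at day 14 among 19 of mitochondrial biogenesis. The calls of Hspd1 and Esrrg were lost for 7 and 6 of 8 arrays, and neither list was called on any day (lowest adjusted p = 0.322 and 0.63).

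Several genes that the study discusses by name, mostly for liver, were read in these hearts. Srebf2, a regulator of sterol synthesis, fell by 0.60 ± 0.11, 0.55 ± 0.11 and 0.53 ± 0.11 at days 1, 3 and 14. Sat2 rose by 0.48 ± 0.10 at day 3 and 0.40 ± 0.10 at day 14, and Loxl2, a lysyl oxidase, fell by 0.83 ± 0.17 and 1.12 ± 0.17. With each of the 8 arrays left out in turn, these calls were lost for 4, 4 and 0 (Srebf2), 6 and 7 (Sat2) and 3 and 0 (Loxl2) of 8. Igf1 had values of -0.42 ± 0.21, -0.78 ± 0.21 and -0.64 ± 0.21 that did not pass (lowest adjusted p = 0.0979, at day 3). Igfbp2, Srebf1, Hyou1, Lox, Gaa, Ppara, Fgf21 and Upp2 did not pass on any day. Of 33 genes of the insulin and IGF pathway, Igfbp5 fell on each day and Igfbp4, Igfbp7 and Grb10 fell at day 14, by 0.88 ± 0.15, 0.66 ± 0.12 and 0.76 ± 0.16. Foxo4 rose at day 1 and Igf1r at day 14 (calls lost for 7 and 6 of 8 arrays), and the list was not called on any day (lowest adjusted p = 0.089, at day 14, where the list score differed by -0.18, exact permutation p = 0.0286, with 2, 4 and 3 higher and 4, 5 and 9 lower in the list alone). Its median and mean had opposite signs at days 1 and 3. Ugp2, which makes UDP-glucose, rose by 0.87 ± 0.14, 0.61 ± 0.14 and 0.56 ± 0.14 among 18 genes of glycogen metabolism, and Gys1, glycogen synthase of muscle, fell by 0.68 ± 0.13 with Phkg1 at day 14. Ugp2 lost its call for 0, 7 and 5 of 8 arrays. That list was not called (lowest adjusted p = 0.52), and its score at day 14 differed by -0.062 (exact permutation p = 0.0286). Its median and mean had opposite signs at days 1 and 14. Of 4 genes of ketone body use, too few for a test, Bdh1 fell by 1.19 ± 0.20 at day 3 and 1.59 ± 0.20 at day 14, Slc16a1 fell by 0.89 ± 0.13 at day 1 and Acat1 rose by 0.33 ± 0.09 at day 14, lost for 7 of 8 arrays.

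Markers of the other cell types of heart tissue gave the following. Of 20 cardiomyocyte genes, all above the negative control bound, 0 passed over all genes on any day, and their median changes were -0.02, 0.01 and -0.01 (lowest adjusted p = 0.373). Of 18 endothelial genes Apln fell by 0.74 ± 0.17 at day 14, of 14 smooth muscle genes Smtn fell by 0.63 ± 0.17 at day 14, and of 10 atrial genes Dkk3 rose by 0.73 ± 0.15 at day 14, with none of these lists called and gene calls lost for 4, 7 and 0 of 8 arrays (lowest adjusted p = 0.439, 0.331 and 0.313). Of 21 macrophage genes, 4 above the bound, 0 passed, and the list was lower at day 3 (adjusted p = 0.0464 and 0.776) and day 14 (adjusted p = 0.0131 and 0.69). The day 3 call was lost under either rescaling (adjusted p = 0.0625 and 0.0538) and for 5 of the 8 arrays left out in turn, up to adjusted p = 0.668 without rotenone rat 1, and the day 14 call without control rat 4 (adjusted p = 0.088) or rotenone rat 1 (adjusted p = 0.222). Lipe, hormone-sensitive lipase, rose on each day among 13 adipocyte genes (0.76 ± 0.15, 0.89 ± 0.15 and 0.63 ± 0.15) and Pparg rose by 0.62 ± 0.14 at day 3, with calls lost for 4, 0 and 5 and for 6 of 8 arrays. The list was higher at day 1 (adjusted p = 0.0158 and 0.173), a call lost without control rat 2 (adjusted p = 0.0612) or rotenone rat 3 (adjusted p = 0.072). At day 3 camera did not call it (adjusted p = 0.146), while fry did (adjusted p = 0.0398) and the score was higher by 0.176 (exact permutation p = 0.0286). Epicardial genes, 0 of 11 above the bound, were lower at day 1 (adjusted p = 0.00294 and 0.382), a call lost without rotenone rat 4 (adjusted p = 0.0748), and at day 14 (adjusted p = 0.0462 and 0.633), a call lost for 5 of the 8 arrays and with equal array medians (adjusted p = 0.0667). Collagens and matrix genes were lower at day 1 with 0 members called (adjusted p = 0.000836 and 0.69), a call lost without rotenone rat 4 (adjusted p = 0.313). Lymphocytes (22 genes), cytotoxic cells (10), neutrophils (16), Schwann cells (10) and MHC class II genes (9) had 0 called members on any day, and Tiparp fell by 0.73 ± 0.17 at day 3, lost for 6 of 8 arrays, among 7 AhR targets. None of these 6 lists was called (lowest adjusted p = 0.0734), while at day 3 the scores of lymphocytes, neutrophils and Schwann cells were lower by 0.181, 0.18 and 0.14 (exact permutation p = 0.0286 for each). The cell cycle list was not called at day 1 (adjusted p = 0.679).

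Some lists called on other days had called members and no call. Clock genes moved in both directions, so a test for a common direction decides little for them (adjusted p = 0.823 and 0.543 at days 1 and 3). At day 1 Nr1d1 and Nr1d2 rose (2 higher and 1 lower in the list alone), and at day 3 they rose while Cry1 and Nfil3 fell (5 higher and 3 lower in the list alone), with the call of Nfil3 lost for 6 of 8 arrays. Of the 13 clock genes called at day 14, rotenone rats 1, 2, 3 and 4 of day 3 lay outside the control range of that day for 9, 12, 10 and 12. Of the 27 HIF genes, Sat2 rose and Egln3, Ldha and Loxl2 fell at day 3 (2 higher and 5 lower in the list alone, adjusted p = 0.322 and 0.69), with calls lost for 6, 0, 5 and 3 of 8 arrays. At day 14, 7 fell, and Sat2 and Mxi1 (lost for 7 and 4 of 8 arrays) rose (4 higher and 8 lower in the list alone). That is more falls than at day 1, and camera did not call the list (adjusted p = 0.0845 and 0.395), while fry did (adjusted p = 0.00642) and the list score differed (exact permutation p = 0.0286). Of the 25 genes of glycolysis and glucose uptake at day 3, Pfkl and Ldha fell and Ldhb rose (2 higher and 5 lower in the list alone), with calls lost for 2, 5 and 7 of 8 arrays. Camera did not call the list, with 12 positive and 13 negative values (adjusted p = 0.305 and 0.797), and its score was lower by 0.094 (exact permutation p = 0.0286). Of the 35 oxidative stress and Nrf2 genes at day 3, Ucp3, Gsta4 and Gpx4 rose, with calls lost for 4, 4 and 8 of 8 arrays, and Ucp2 and Me1 fell (8 higher and 3 lower in the list alone, adjusted p = 0.331 and 0.791).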

Values the study reported

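The study reported 650 deregulated genes in the heart, beside 1444 in the liver and 52 in the brain stem, by a threshold of 1.8-fold, a rank test and an analysis of variance. Its P threshold was set differently for each organ, so the 3 counts do not share 1 threshold. Rotenone lowered body weight by about 10% within the first 2 days, and the weight then stayed constant. At day 14 it was 33% lower than in the control group, which had gained weight. In blood, the study reported fewer reticulocytes after 3 days, and a higher erythrocyte count, hemoglobin and hematocrit after 14 days. It also found depleted bone marrow. It proposes that the lower hemoglobin transcripts of heart and liver likely reflect changes in the blood passing through them.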

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

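The tests of less blood, time of day, fibroblasts and other splits of the rats were chosen after the results were seen, and the test of the authors' scale was written before. The fall of red cell transcripts at day 14 was weighed against the authors' scale and against less blood in the tissue. Of 12684 other transcript clusters at or above the lowest called hemoglobin transcript, 30 (0.237%) fell by 2 log2 units or more. This decides nothing. A ceiling shrinks a fall and cannot make one, while a stretch of the scale could enlarge one. That lowest level (Hbb, 7.68) also lies below the negative control bound. How far the scale changed the size of the fall, in either direction, is left open. Less blood could not be tested, because 1 of 48 leukocyte markers and 0 of 9 platelet markers lay above the bound (median changes -0.02 and -0.46, against -0.39 for all 35 erythroid genes and -1.91 for the 16 called). Fewer red cell precursors or reticulocytes and less blood in the sample may both give this fall and cannot be told apart from these arrays. The study's own blood and bone marrow findings, given above, bear on the first and were not analysed here.

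The clock genes of day 14 were weighed against another hour of necropsy. Of the 13 called, rotenone rats 1, 2, 3 and 4 lay outside the control range for 11, 13, 13 and 13, and 0 rats lay inside it for most of them. These genes were chosen by their calls on the same arrays, so this restates the calls and does not test the hour. Control groups taken on other days differed by a median of 0.18 log2 units for these genes, against a change of 1.19. A different hour for the whole rotenone group, or a shift of feeding time with eating less, may give this and cannot be told apart from an effect on the clock, because it would follow the groups. Biological explanations were not tested.

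The fall of matrix transcripts at day 14 was weighed against fewer fibroblasts in the sample. The 25 matrix genes above the bound fell by 1.29 on average, and the 6 fibroblast markers above it that are in no matrix list by 0.65. The difference of -0.64 had an exact permutation p of 0.0286 (n = 4), the smallest possible. The markers moved apart, with Gsn at 0.32, Pdgfra at -0.43, Dpt at -0.56, Ddr2 at -0.62, Vim at -0.80 and Cd34 at -1.79, so 1 called marker fell further than the matrix mean, as fewer fibroblasts would give. A set narrowed to Pdgfra, Dpt and Ddr2 after the first value was seen gave -0.75 (exact permutation p = 0.0286), and it leaves out the called falls of Vim and Cd34. The whole list of 15 fibroblast markers, 5 of them in another list, had a mean change of -0.897, against -0.921 for the 44 matrix genes. Both lists hold some of the same genes, among them Lum, so the nearness of these means is partly built in and decides nothing. Fewer fibroblasts and lower matrix transcription per cell may both give this fall and cannot be told apart here, because the markers of fibroblasts do not agree among themselves.

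The counts of days 1 and 3, 337 and 578, were reached by 1 of the 35 splits of the 8 rats, the real one, where the highest other gave 0. At day 14, 1 of 35 reached 1989, and another gave 796, by exchanging rats 2, 3 and 4 of each arm, which is the real split with rat 1 of each arm exchanged. The averaged count of 3849 was reached by 1 of 100 splits, with the highest other at 1. The 48 list calls were reached by 1 of 100, yet others gave up to 45 with a median of 28, so the preset correlation also calls many lists in many other groupings. Splits within a day can keep part of the real difference, so these counts are not a rate of false calls. The 10 transcript clusters that differed between days were reached by 2 of 100 splits, of which 1 gave 34. For control ageing the count was 0, which each of the 35 splits reaches (highest other 0), so the splits test nothing there.

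Effects differed between days by the F-test of limma for 10 transcript clusters: Mfap4 (adjusted p = 0.0184), Tubb4b and Alox15 (0.0312), Lrrd1, Alas2 and Slc4a1 (0.0314), Hmgn1 and Col3a1 (0.0416), and 2 without a symbol (0.0157 and 0.0312). Most of these calls ended with the replicate block (count 1) or with within-group components (3 and 1), and other alternatives raised the count. The cell cycle list differed between days 3 and 1 (adjusted p = 0.027 with an estimated correlation).

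A rat far from the other 3 of its group was found in 25 of 264 groups of gene values, where chance gives 13.2, and in 12 of 252 groups of list scores, where chance gives 12.6. Rotenone rat 1 of day 14 was the one for 8 genes (log2 intensity): Bmal1 8.98, Dbp 8.81, Gsta4 8.98, Ldha 14.85, Lgals5 8.96, Srebf2 7.71, Tfrc 11.61 and Tubb4b 13.44. Control rats of day 14 were Esrrg 9.62, Hk2 12.71 and Hmgn1 10.44 (rat 3), Kcnj5 8.57 (rat 4) and Ndufb10 12.14 (rat 2). At day 1 these were Clpx 13.53 (control rat 3), Gpam 11.94 and Lipe 7.61 (control rat 4) and Penk 8.38 (rotenone rat 2). At day 3 these were Kif23 6.4 (control rat 4), Lipe 7.57 (control rat 1), Nr1d2 10.24 (control rat 3), Mki67 6.92 and Top2a 6.01 (rotenone rat 4), Myh7 19.42 (rotenone rat 3), and Txnip 16.6 and Ucp2 14.23 (rotenone rat 2). List scores far apart at day 1 were complex I 12.11, complexes II to V 13.81 and HIF 10.27 (control rat 4), interferon 8.17 (control rat 2), and platelets 6.45 and epicardium 5.68 (rotenone rat 4). At day 3 they were heat shock 12.35 (control rat 3), interferon 7.78 (rotenone rat 4), AhR 6.05 (rotenone rat 2) and smooth muscle 10.08 (rotenone rat 1), and at day 14 PPAR alpha 10.36 (rotenone rat 4) and glycolysis 11.95 (rotenone rat 1).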

How the results depend on the processing

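The tests with within-group components were added after the data were seen; all other alternatives here were planned. Main counts were 337, 578 and 1989 at days 1, 3 and 14, 3849 averaged, 10 for a difference between days, 0 for control ageing and 48 list calls. Equal array medians gave 365 and 1265 at days 3 and 14 and 6 for the difference between days, and quantile normalization 30 for the latter. With equal medians 24.98% of day 14 calls and 25.27% of averaged calls were higher, against 48.47% and 45.1%, and quantile normalization gave 61.64% at day 1 against 40.65%. The causes of these moves were not tested. With fewer transcript clusters tested, counts rose: above the median of all 654, 1211, 3303, 81 (difference between days) and 1 (control ageing), above the 25th percentile 39 (difference), and with 1 per gene 631, 1247, 112 and 1. Trend and robust variances gave 47 (difference) and 1 (ageing), and array weights 75 and 1, with the cause not tested. At 1.8-fold, 128, 232, 513 and 239 (averaged) were left. The 8 arrays alone, with fewer samples and the spread of that day only, gave 68, 123 and 118. The higher count of day 14 over day 3 was lost there, so it depends on the spread pooled over all groups. The methods' factorial test changes several choices at once. Its treatment term, set beside the averaged count, gave 4348 after adjustment, 884 at the methods' unadjusted threshold and 305 with the rank test and 1.8-fold added, and its treatment by time term alone gave 293 at that threshold and 14 after adjustment. Components 1, and 1 with 2, gave 3 and 1 for the difference. An estimated correlation gave 4 list calls, and fry 35, of which 32 were among the 48.

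Leaving out 1 array gave 172 to 282 at day 1, 301 to 500 at day 3, 885 to 3225 at day 14, 3194 to 4583 averaged, 0 to 233 for the difference between days, 0 to 4 for control ageing and 42 to 52 list calls. The lists called at days 1, 3 and 14 kept their call without each array in turn in 8 of 13, 9 of 17 and 12 of 18 cases, and the named genes in 43 of 56, 44 of 74 and 68 of 97. Over all alternatives for single genes and lists, 5571 values stayed on their side of the threshold, 693 lost it, 320 gained it and 0 reversed. The replicate block gave 1 for the difference between days and moved no other count by over 1.5 times. Same-numbered rats are different animals, their arrays correlated between -0.641 and 0.518 in 12 pairs, and 1 control correlated best with its own number. Signal over background limits the array: 10140 of 68842 transcript clusters lay above the negative control bound.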

Other observations

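On all 3 days 42 genes were higher and 34 lower, of which the report's rule names some and the others here were chosen after their values were seen. The higher ones held the lipases Lipe and Pnpla2, the fatty acid carrier Cd36, Gpihbp1, which binds lipoprotein lipase, the importers Cpt1a and Cpt1b, Mlycd, which removes malonyl-CoA, the inhibitor of fatty acid import, and the thioesterase Acot2. The arrestin-like proteins Txnip and Arrdc4, both limiting glucose uptake, were also among them, with the clock repressors Nr1d1 and Nr1d2. The lower ones held the desaturases Fads1 and Fads2, the sterol genes Idi1, Sqle and Srebf2, the glycolytic enzyme Pfkl, the kinase Sik1, the growth factor binding protein Igfbp5 and the stress protein Sesn3. With each of the 8 arrays of a day left out in turn, calls at days 1, 3 and 14 were lost for 4, 0 and 5 (Lipe), 0, 0 and 3 (Pnpla2), 0, 0 and 5 (Mlycd), 2, 0 and 6 (Fads1), 6, 3 and 0 (Fads2), 4, 4 and 0 (Srebf2), 0, 2 and 0 (Pfkl), 7, 6 and 5 (Sik1) and 7, 0 and 0 (Sesn3) of 8.

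The component and rat comparisons below were made after the data were seen. Rotenone rat 1 of day 14 had an erythroid list score of 7.66 against 6.93, 7.16 and 6.62 in rats 2, 3 and 4, and control rats had 8.27, 8.10, 8.75 and 8.32 (erythroid cells and hemoglobin). Its Cyp2e1 was 7.25 against 10.42, 10.88 and 12.46. Bmal1 at day 3 was 10.05, 8.66, 9.76 and 8.28 in rotenone rats 1 to 4.

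Within groups, the arrays fell into 12 with a score above 0 (14.4 or more) and 12 below (-12.1 or less) on a component that held 47% of the within-group variance of 10140 transcript clusters. Of these, 130 lay at least 1 log2 unit apart between the sets, and all 130 had no gene symbol, against 46.3% of those used. Each group held arrays of both sets. The source of this structure is not known.

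The methods' factorial test with its fold threshold gave 305, 335, 348 and 359 transcript clusters in 4 readings of the study's criteria, and 23 where all 3 terms had to pass. The study counted genes, and these transcript clusters held 238, 257, 269 and 275 genes with 1 symbol, and 20 where all 3 terms had to pass. Both kinds of count are lower than the study's count for the heart.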
